A study of Mus musculus with 7 samples.

How the data were processed

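Messenger RNA was profiled by sequencing in hippocampal synaptoneurosomes of wild-type C57Bl/6J female mice. Synaptoneurosomes are pinched-off nerve endings with attached postsynaptic parts, prepared by fractionating brain tissue. AM6545 is an antagonist of the cannabinoid receptor encoded by Cnr1 that enters the brain poorly. There were 4 libraries from mice given AM6545 sub-chronically (replicates B, D, E and F) and 3 from mice given vehicle (replicates B, D and E). The dose, the duration and the number of mice per library are not stated. Per the labels' protocols, total RNA was purified with an RNeasy kit and libraries were made with the SMARTer Ultra Low Input kit. The labels give no sequencing batch or date.

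The deposited values are estimated counts, in a table of 22248 genes and a table of 102392 transcripts with 1 column per library. They are not scaled to a common total, and 83.5% of the gene values above 0 are not whole numbers. Per the labels and the file headers, the quantification tool, genome build, annotation release and use of strand are not stated, so no coordinates are given here. No entry lacked a gene or transcript identifier. Names, the assignment of transcripts to genes, transcript length and GC content were taken from GENCODE release M21. Ignoring version numbers, 22148 gene identifiers and 101527 transcript identifiers were in that release. For 22135 of these genes the deposited identifier carried a higher version, so lengths and sequences may differ from those used for counting. Of the matched genes, 97.7% are protein coding in that release.

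Estimated counts were rounded to whole numbers for all tests. AM6545 was compared with vehicle by edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) with TMM scaling, the filterByExpr filter, a robust fit and no covariates. Benjamini-Hochberg adjusted p-values under 0.05 were counted. Fold changes are AM6545 over vehicle. Standard errors of log2 fold changes were approximated as the absolute fold change divided by the square root of the F statistic. Normalised values are CPM, counts scaled to a common effective library size by TMM. Transcripts were tested the same way, and their normalised counts are counts divided by each library's relative effective size. Changes in the share of transcripts within a gene were tested with edgeR's diffSpliceDGE and Simes p-values, for genes with at least 2 transcripts past the filter. Camera with a preset correlation of 0.01 tested 26 of 28 gene lists, those with at least 3 members past the filter. The 26 lists cover synaptic, endocannabinoid, plasticity, translation, mitochondrial, cell type and brain region genes. Measures with 1 value per library were compared by a two-sided exact permutation test over the 35 splits of 7 libraries into 4 and 3. The smallest p this design allows is 0.0286.

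The groups, tests, thresholds, gene lists, the rule for naming genes and the alternative settings, except those named as added, were chosen before the data were examined. The rule named up to 5 genes per direction among those past the threshold whose groups did not overlap, leaving out genes with model names. Where fewer than 3 passed, it filled each direction to 3 by the smallest unadjusted p. It also named 2 transcripts per direction, 3 genes for transcript usage, 3 members of each list past the threshold, and 12 fixed genes. Of the fixed genes, 10 were tested. Cnr2 fell below the filter with 25.1 counts in all libraries together, and Xist was not analysed here. Another fixed gene, 1 of the transcripts past the threshold and 1 of the lower transcripts chosen by the rule entered the counts given but are not reported here by name.

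The alternative settings were DESeq2 size factors, total counts or upper-quartile scaling, DESeq2 (1.42.0), limma-voom with quality weights, no low-count filter, a mean of at least 50 counts, a fit without robust estimation, the replicate letter as a block, and 1 surrogate variable (sva 3.50.0). Others were removal of mitochondrially encoded genes, transcripts summed per gene, an F test for usage, fry, camera with an estimated correlation, an adjusted p under 0.1, a detection limit of 1 CPM, and leaving out each library. After seeing the data, alternatives were added that correct each library for its trend with GC content and length (lowess, span 0.3), the same with the block, lists without mitochondrially encoded genes, and edgeR's newer quasi-likelihood fit.

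The code was tested on simulated data with 200 genes changed by 1 or 2 on the log2 scale, drawn at the spread of the real genes or transcripts. Smaller changes of single genes were not simulated. Among 14564 genes, edgeR recovered 94.5% of them and 9.57% of its calls were false; DESeq2 recovered 94.0% with 16.1% false, and limma-voom 94.5% with 8.70% false. For edgeR, 91.0% of the smaller and 98.0% of the larger changes were recovered. Among 31722 transcripts, edgeR recovered 23.0% with 6.12% false, 7.00% of the smaller and 39.0% of the larger changes. The usage test recovered 9.50% among 8151 genes at the spread of the real transcripts, and 62.7% of its calls were false. With nothing changed, it still called 18 of 8112 genes. With the simulated dispersion capped at 0.05, it recovered 56.5% among 8471 genes with 3.42% of its calls false, and called 1 of 8442 genes with nothing changed. Camera found the 1 changed list among 26, lowered by 0.4 on the log2 scale, with 0 false calls. Genes were simulated independently, so this does not show how camera's preset correlation performs on correlated genes. With a simulated GC trend across 14572 genes, 73.2% of 693 calls were false, and after the correction 8.33% of 204. That trend was a straight line of 0.15 log2 per 10 percentage points of GC in every library, opposite between the groups. It was steeper than the mean slopes of the real groups (-0.067 in AM6545, 0.089 in vehicle), and no length trend was simulated. These shares thus do not measure the false calls of the real trend or how fully the correction removes it. Sequence matches used BLAST 2.17.0.

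Library totals ranged from 19174649 to 25894733 counts. Intervals on shares are 95% Wilson intervals, and a count of 0 is taken to allow up to 3 counts. Both cover counting error only, since amplified reads without molecular identifiers are not independent molecules. Neither covers how estimated counts were divided among similar transcripts. A gene is marked below as uncertain where a near-identical copy or an exon of another gene overlaps it, because neither strand use nor the handling of shared reads is stated.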

Results

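Gene and transcript counts were obtained for 7 libraries of hippocampal synaptoneurosomes from female mice, 4 after sub-chronic AM6545 and 3 after vehicle. The title of the series places the comparison in the context of cognitive performance and hippocampal synaptic plasticity in naive mice. The question addressed here is which mRNAs of the synaptic fraction differ in level between the treatments.

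Library totals were 23911985 ± 2425890 counts (SD, n = 4) for AM6545 and 23014403 ± 3461250 (SD, n = 3) for vehicle (exact permutation p 0.743). The lowest total was 19174649 in vehicle replicate E and the highest 25894733 in vehicle replicate B. Genes with at least 1 count numbered 16813 ± 71.7 (SD, n = 4) and 16754 ± 153 (SD, n = 3; exact permutation p 0.6). Without vehicle replicate E the differences in total and in detected genes changed sign, to -1022295 counts and -28.3 genes. Mitochondrially encoded genes took 5.69% ± 0.697 of counts (SD, n = 4) in AM6545 and 7.44% ± 2.07 (SD, n = 3) in vehicle. The 20 most counted genes took 11.5% ± 0.613 (SD, n = 4) and 13.4% ± 1.94 (SD, n = 3). Neither share differed by the exact permutation test (p 0.114 and 0.0857, both 0.229 after adjustment over the 4 planned measures). Vehicle replicate B had the highest mitochondrially encoded share, 9.83% (95% Wilson interval 9.81% to 9.84%). Without it the difference between groups moved from -1.75 to -0.559 percentage points, and that of the 20 most counted genes from -1.85 to -0.737.

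Across the 21 pairs of libraries, Pearson's r of log2 CPM across genes lay between 0.976 and 0.992, where genes are not independent replicates. The median r was 0.988 within groups and 0.987 between groups. The first principal component held 34.2% of the variance and set vehicle replicate B apart at 41.1, with the other libraries from -21.7 to 11.5.

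The difference between the groups varied with the GC content of genes, a pattern examined after the values were seen. The slope of log2 level, relative to the mean of all libraries, was -0.067 ± 0.042 per 10 percentage points of GC (SD, n = 4) in AM6545 libraries and 0.089 ± 0.045 (SD, n = 3) in vehicle libraries. These slopes differed with an exact permutation p of 0.0286, the smallest the design allows, and 0.105 after adjustment over 11 library measures. The slope per doubling of transcript length was 0.030 ± 0.027 (SD, n = 4) and -0.041 ± 0.050 (SD, n = 3), with the same exact p and adjusted p. In the decile of genes with the lowest GC content 77.0% were higher in AM6545, and in the highest decile 17.2%. Across genes, which are not independent replicates, Spearman's rho of log2 fold change with GC content was -0.42.

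**Figure D1:**
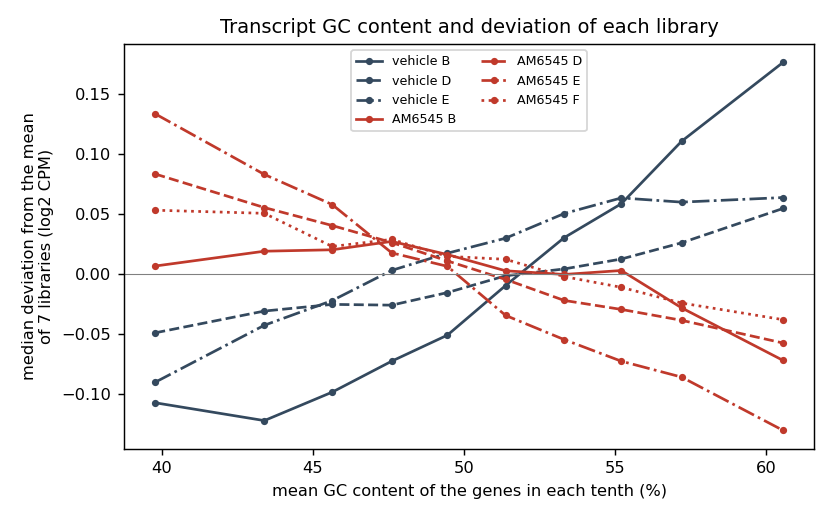
Median deviation of genes from the mean of the 7 libraries (log2 CPM) against the mean GC content (percent) of each decile of genes, with 1 line per library. The 4 AM6545 libraries lie above 0 in the decile of lowest GC content (0.01 to 0.13) and below 0 in the decile of highest (-0.13 to -0.04), and the 3 vehicle libraries lie on the opposite sides.

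Of 14654 genes tested with edgeR's quasi-likelihood test, 1 had a Benjamini-Hochberg adjusted p-value under 0.05 and 4 had one under 0.1. At an unadjusted p under 0.05 there were 2134 genes (14.6%), 859 higher and 1275 lower in AM6545, and with scaling by total counts 1104 higher and 943 lower. The groups did not overlap for 2024 genes (13.8%), where chance gives 5.71%. The median biological coefficient of variation was 12.4%. Among the alternatives, leaving out vehicle replicate E moved the count most, to 944 genes, 341 higher and 603 lower. Leaving out vehicle replicate B gave 0 genes (954 unadjusted), and leaving out AM6545 replicate E gave 0 (1677 unadjusted). With all libraries, DESeq2 called 247 genes (38 higher, 209 lower) and limma-voom 394 (132 higher, 262 lower), with 175 genes in both sets.

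**Figure D2:**
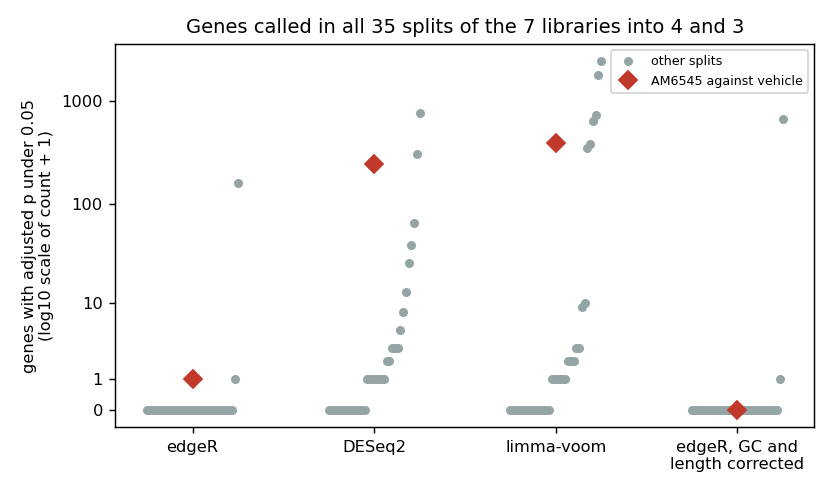
Number of genes with an adjusted p under 0.05 in each of the 35 splits of the 7 libraries into 4 and 3 (log10 scale of the count + 1), for 3 methods and for edgeR after the correction for GC content and length, with the real split as a red diamond. With edgeR the real split gives 1 gene and the highest of the other splits 159, and with limma-voom 394 and 2443.

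The gene past the threshold was the predicted gene Gm9803 (ENSMUSG00000045886.8), with 7.46 ± 0.459 CPM in AM6545 (SD, n = 4) and 15.7 ± 2.33 CPM in vehicle (SD, n = 3). Its log2 fold change was -1.07 (SE 0.13), lower in 4 of 4 AM6545 libraries (edgeR, adjusted p 0.0329). Its level is uncertain, since 94.8% of its sequence matches Pam16 at 100% identity. The lowest adjusted p among its alternatives was 3.10e-08 with DESeq2. The highest was 0.9998, from edgeR with both the GC and length correction and the replicate letter as a block. With edgeR the adjusted p also exceeded 0.05 without vehicle replicate B (0.103) and without AM6545 replicates D (0.109), E (0.170) or F (0.138). After the correction for GC content and length the log2 fold change was -0.63 (adjusted p 0.631).

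The other genes named by rule did not pass 0.05 and are given with edgeR's adjusted p. Kcnk12 (ENSMUSG00000050138.9) had a log2 fold change of -0.77 (SE 0.11, adjusted p 0.0742), with 11.96 ± 0.679 CPM in AM6545 (SD, n = 4) and 20.4 ± 2.06 CPM in vehicle (SD, n = 3). Nrtn (ENSMUSG00000039481.6) had -1.08 (SE 0.16, adjusted p 0.0860), with 2.55 ± 0.340 CPM (SD, n = 4) and 5.41 ± 0.234 CPM (SD, n = 3). C1qtnf4 (ENSMUSG00000040794.6) had -0.64 (SE 0.11, adjusted p 0.199). Among higher genes without a model name, the smallest p-values belonged to Fgf14 (ENSMUSG00000025551.14) at 0.50 (SE 0.11), Rnf168 (ENSMUSG00000014074.18) at 0.49 (SE 0.11) and Map4k3 (ENSMUSG00000024242.16) at 0.47 (SE 0.11), each with an adjusted p of 0.199. For all 6 genes the 4 AM6545 libraries lay on one side of the 3 vehicle libraries. Without vehicle replicate E their adjusted p-values ranged from 0.0148 for Kcnk12 to 0.0432 for Rnf168, and after the GC and length correction none passed. That correction moved the log2 fold changes to -0.38 for Kcnk12, -0.44 for Nrtn and -0.12 for C1qtnf4. For Fgf14, Rnf168 and Map4k3 it left 0.26, 0.35 and 0.28. The lowest adjusted p across all alternatives was 2.82e-05 for Kcnk12 with DESeq2. The highest was 0.9998, from edgeR with both the GC and length correction and the replicate block. Fgf14 and Map4k3 are uncertain because exons of genes on the opposite strand overlap them. The remaining gene with an adjusted p under 0.1 was Gm28036 (named after its value was seen), at 0 counts in every vehicle library and 35.8 to 171 counts in AM6545 libraries. Its level is uncertain, as 66.4% of it matches Cpne1.

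Of the 10 fixed genes tested, 0 had an adjusted p under 0.05 over all genes tested, and 0 when adjusted over the list alone, with 2 at an unadjusted p under 0.05 by edgeR. These were Mgll, with a log2 fold change of -0.40 (SE 0.13, unadjusted p 0.0109, 0.109 adjusted over the list alone and 0.245 over all genes), and Dlg4 with -0.52 (SE 0.21, unadjusted p 0.0289, 0.144 and 0.2998). Mgll was at 243 ± 28.5 CPM in AM6545 (SD, n = 4) and 321 ± 61.4 CPM in vehicle (SD, n = 3), without overlap. Dlg4 was at 55.3 ± 9.20 CPM (SD, n = 4) and 79.5 ± 26.1 CPM (SD, n = 3), with overlap. The log2 fold changes were -0.29 for Dagla, -0.11 for Bdnf, -0.07 for Faah, -0.09 for Camk2a, -0.04 for Ntrk2, 0.16 for Syn1 and 0.07 for Cnr1. Each of these 7 had an SE of 0.09 to 0.16 and an unadjusted edgeR p above 0.05. Without vehicle replicate E, Dlg4 (-0.75), Mgll (-0.51) and Dagla (-0.44) had edgeR adjusted p-values of 0.0239, 0.0375 and 0.0469. Without vehicle replicate B, Dlg4 moved to -0.28, Mgll to -0.24 and Dagla to -0.09. Syn1 moved to 0.36 without vehicle replicate E and to 0.04 without vehicle replicate B. Mgll, Bdnf and Syn1 are uncertain because of exons on the opposite strand.

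Of 33962 transcripts tested with edgeR, 6 had an adjusted p under 0.05, all higher in AM6545 and all at 0 counts in the 3 vehicle libraries. Arpp19-205 (ENSMUST00000168166.8) reached 915 ± 72.1 normalised counts in AM6545 (SD, n = 4), at least 305-fold higher than the 3 counts that a count of 0 allows (edgeR, adjusted p 0.00212). Baz2b-201 (ENSMUST00000090925.13) reached 216 ± 42.7 (SD, n = 4), at least 72.1-fold higher (edgeR, adjusted p 0.0251). Outside the rule for naming, and chosen after their values were seen, were Cyld-210, Gpr153-201 and Uqcc1-212. They were at least 39.6-fold to at least 70.5-fold higher, with adjusted p-values of 0.0251 to 0.0411. Among lower transcripts, Mast2-203 (ENSMUST00000106485.8) did not pass, at least 137-fold lower (edgeR, adjusted p 0.0645), but passed with scaling by total counts (0.0456). These folds allow for counting error only, not for errors in dividing reads among transcripts of a gene. At an unadjusted p under 0.05 there were 2850 transcripts, 1322 higher and 1528 lower. With total counts 8 transcripts passed, 6 higher and 2 lower. DESeq2 moved the count most, to 431 transcripts (253 higher, 178 lower). The genes of the 6 transcripts had log2 fold changes of 0.00 to 0.13 (edgeR, adjusted p 0.503 to 0.989). Baz2b is uncertain because an exon on the opposite strand overlaps it. Leaving out AM6545 replicate B gave 2 transcripts and leaving out AM6545 replicates D, E or F gave 1. Without vehicle replicate E there were 14.

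**Figure D3:**
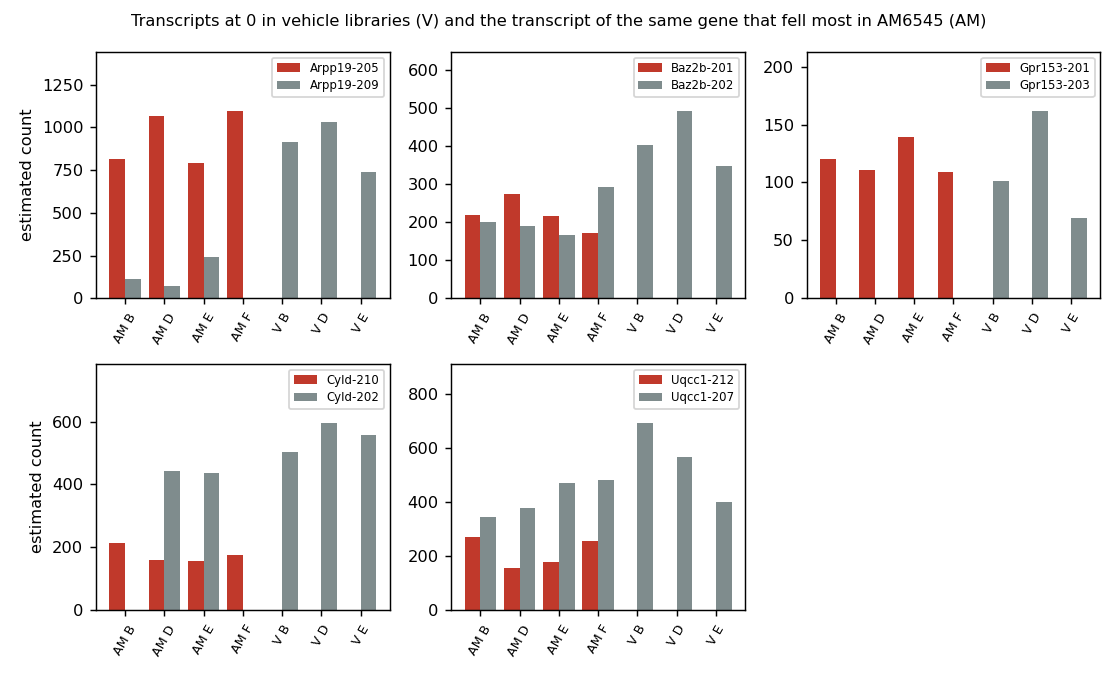
Estimated counts in each library of 5 transcripts past the threshold (red bars) and of the transcript of the same gene that fell most in AM6545 (grey bars), with a separate axis range for each gene. Arpp19-205 lies at 791 to 1099 counts in the 4 AM6545 libraries and at 0 in the 3 vehicle libraries, where Arpp19-209 lies at 737 to 1032.

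The share of transcripts within a gene differed for 62 of 8691 genes by edgeR's diffSpliceDGE (adjusted p under 0.05; 342 unadjusted). On data simulated at the spread of the real transcripts most calls of this test were false, so the genes are given as measured shares. Baz2b-201 took 41.4% ± 7.57 of the counts of Baz2b in AM6545 (SD, n = 4) and 0% in vehicle, where 0 counts allow up to 0.731% (edgeR, adjusted p 5.63e-14). Arpp19-205 took 27.1% ± 2.85 of Arpp19 in AM6545 (SD, n = 4) and 0% in vehicle, where 0 counts allow up to 0.125% (edgeR, adjusted p 1.80e-09). Arpp19-209 took 3.16% ± 2.95 (SD, n = 4) and 27.6% ± 3.51 (SD, n = 3). Nlgn3-202 took 0% of Nlgn3 in AM6545, where 0 counts allow up to 0.116%, and 14.1% ± 5.79 in vehicle (SD, n = 3; edgeR, adjusted p 3.48e-08). Nlgn3 is uncertain because a gene on the same strand overlaps it. Leaving out vehicle replicate E moved the count most upward, to 163 genes, and leaving out vehicle replicate D gave 101 and AM6545 replicate F 97. With a mean of at least 50 counts 21 genes passed, of which 20 were among the 62.

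Of 26 gene lists, camera gave 6 an adjusted p under 0.05, all lower in AM6545. The 6 kept a negative median under each scaling. Cytosolic ribosomal protein genes had a median log2 fold change of -0.47, with 77 of 77 lower (camera, adjusted p 1.53e-47). Nuclear-encoded respiratory chain genes had -0.38, with 46 of 55 lower (4.10e-20), and mitochondrially encoded mRNAs -0.44, with 13 of 13 lower (3.12e-09). Microglia markers had -0.22, with 12 of 15 lower (0.000109), dendritically localised transcripts -0.20, with 14 of 19 lower (0.000386), and postsynaptic density scaffold genes -0.13, with 19 of 29 lower (0.0257). The other 20 lists had medians from -0.33 for choroid plexus markers (15 of 15 lower, adjusted p 0.0866) to 0.15 for endothelial and mural markers, with adjusted p-values of 0.0751 to 0.964. The endocannabinoid system list had -0.12 (11 of 15 lower, adjusted p 0.166). No call held under fry (0 lists, 4 unadjusted) or under camera with an estimated correlation (0 lists, 0 unadjusted).

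The mean log2 CPM of a list separated the groups with an exact permutation p of 0.0286 for 5 lists, 0.149 after adjustment over 26 lists. These were the ribosomal, respiratory chain, mitochondrially encoded, dendritic and endocannabinoid lists. The groups also did not overlap for CA1 markers, with an exact permutation p of 0.0571 (0.212 after adjustment). For ribosomal genes the mean was 5.74 ± 0.08 (SD, n = 4) in AM6545 and 6.17 ± 0.27 (SD, n = 3) in vehicle. Of the 499 genes in any list, 117 had an adjusted p under 0.05 when adjusted over the genes of the lists alone, and 0 over all genes tested. The smallest unadjusted p-values of edgeR were those of Rps29 (-0.77), Rps26 (-0.61) and Rps28 (-0.85) among ribosomal genes, and of Cox8a (-0.69), Cox6a1 (-0.95) and Cox5b (-0.54) among respiratory chain genes. Among mitochondrially encoded genes they were mt-Nd3 (-0.84), mt-Nd4l (-0.42) and mt-Nd2 (-0.56), and among microglia markers Tyrobp (-0.65), C1qc (-0.46) and C1qa (-0.47). Among dendritic transcripts they were Shank1 (-0.77), Ddn (-0.69) and Map1a (-0.34), and among scaffold genes Shank1, Shank3 (-0.82) and Dlgap3 (-0.60). Values in parentheses are log2 fold changes, and edgeR's adjusted p-values of these genes were 0.199 to 0.231. Rps26, Rps28, mt-Nd3 and mt-Nd4l have near-identical copies, and Shank1, Shank3, Ddn, Map1a and mt-Nd2 overlap another gene, so their levels are uncertain.

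Leaving out vehicle replicate B moved the median log2 fold change to -0.26 for ribosomal genes, -0.22 for respiratory chain genes, -0.18 for mitochondrially encoded mRNAs and -0.07 for scaffold genes. The scaffold list lost its call without it (camera, adjusted p 0.0826), without vehicle replicate D (0.0966) and without AM6545 replicate B (0.0514). The microglia list lost its call without vehicle replicate E (0.0664). Without AM6545 replicate E, 12 lists passed. After the correction for GC content and length, the medians were -0.12 for ribosomal genes, -0.04 for respiratory chain genes, -0.34 for mitochondrially encoded mRNAs, -0.17 for microglia markers, -0.09 for dendritic transcripts and -0.09 for scaffold genes, and 13 lists passed. Across the alternatives in which lists were tested, the highest adjusted p of each of the 6 lists was 0.616 or 0.653, under the estimated correlation.

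**Figure D4:**
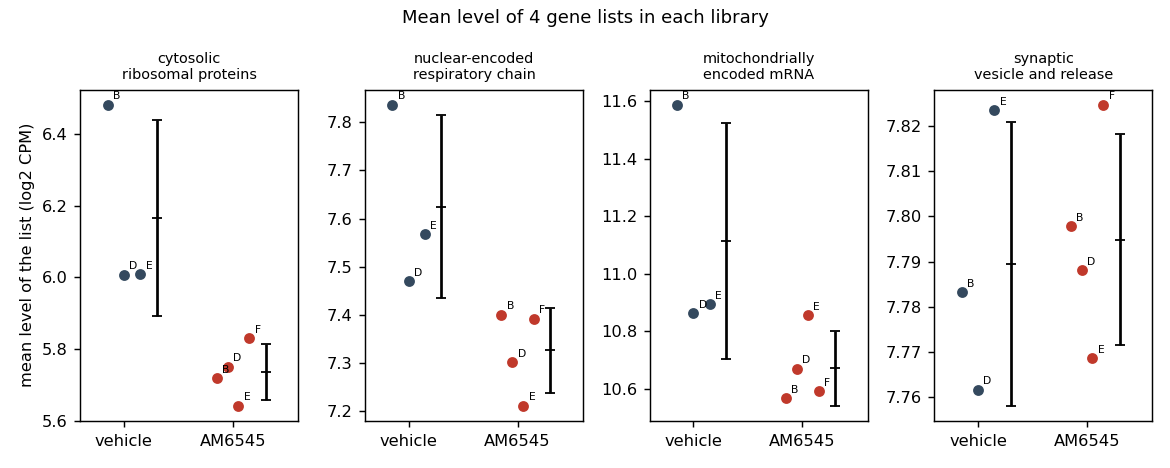
Mean log2 CPM of the genes of 3 lists past the threshold and of the synaptic vesicle list, which did not pass, with 1 point per library, the mean and SD of each group, and a separate axis range for each list. Vehicle replicate B is the highest library for the ribosomal list, at 6.48, and the 4 AM6545 libraries lie between 5.64 and 5.83.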

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

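Within the AM6545 group, 65 reported values were compared across the 4 libraries, and in 2 of them 1 library lay far from the other 3. Chance alone gives 3.25 of 65. The vehicle group of 3 was not tested in this way, and the GC and length correction used below was added after seeing the data.

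Fgf14 was at 18.9 CPM in AM6545 replicate E, against 16.6 to 16.9 CPM in the other AM6545 libraries and 12.1 to 12.3 CPM in vehicle libraries. Kcnk12 was at 12.97 CPM in AM6545 replicate F, against 11.5 to 11.7 CPM in the other AM6545 libraries and 18.8 to 22.7 CPM in vehicle libraries. Neither library carries its gene's difference between the groups. The log2 fold change of Fgf14 was 0.50, and 0.46 without AM6545 replicate E. That of Kcnk12 was -0.77, and -0.81 without AM6545 replicate F. A trend with GC content and length may account for part of both differences, since the correction left 0.26 and -0.38. What set the single libraries apart was not tested, and with as many such values as chance gives, both may be chance. Exons on the opposite strand of Fgf14 leave its level uncertain, and an effect of treatment stays open for both genes.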

How the results depend on the processing

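The count of changed genes was 1 under each alternative scaling (DESeq2 size factors, total counts, upper quartile), with no low-count filter, without mitochondrially encoded genes, with transcripts summed per gene and with the newer quasi-likelihood fit. It was Gm9803 in each of these. A mean of at least 50 counts and the fit without robust estimation each gave 2 genes, Gm9803 and Gm28036. DESeq2 gave 247 (4546 genes received no adjusted p) and limma-voom 394. An adjusted p under 0.1 gave 4 by construction. With 1 surrogate variable there were 0 genes (1721 unadjusted), and after the correction for GC content and length, added after seeing the data, 0 (999 unadjusted). Leaving out 1 library gave from 0 to 944 genes across 7 fits, with 944 without vehicle replicate E. Of these 944, 222 were among the calls of DESeq2 and 306 among those of limma-voom. The cause of these changes was not tested.

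The count of 6 changed transcripts was kept with DESeq2 size factors, upper quartile and the fit without robust estimation, and total counts gave 8. DESeq2 gave 431, limma-voom 0 (3946 unadjusted), no low-count filter 27, a mean of at least 50 counts 10 and 1 surrogate variable 1. The cause was not tested. An adjusted p under 0.1 gave 11 by construction. Leaving out 1 library gave from 1 to 14 transcripts. The count of 62 genes with changed usage was kept under both other scalings and without robust estimation. The F test gave 67 (51 shared with the 62), an adjusted p under 0.1 gave 74, and a mean of at least 50 counts 21 (20 shared), with 5348 genes tested in place of 8691. Leaving out 1 library gave from 69 to 163 genes.

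The 6 changed lists stayed 6 under each scaling and with a mean of at least 50 counts. Lists without mitochondrially encoded genes numbered 5, since that list was removed. Camera with an estimated correlation gave 0 lists (0 unadjusted) and fry 0 (4 unadjusted), and both allow for correlation between genes that the preset value leaves out. The correction for GC content and length gave 13 lists, and the cause was not tested. Leaving out 1 library gave from 6 to 12 lists, with 12 without AM6545 replicate E. The sign of the median of the 6 lists was kept in every alternative in which the list was tested. Lists were not tested with DESeq2, limma-voom, no low-count filter, the fit without robust estimation or 1 surrogate variable.

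The letters B, D and E occur in both groups, and the labels do not state whether they pair the libraries. Libraries of the same letter did not deviate together. The correlation of deviations from the group means was -0.255 for B, -0.130 for D and -0.180 for E. With the letter as a replicate block, 1 gene was called, Gm28036 in place of Gm9803, along with 0 transcripts (1597 unadjusted), 72 genes with changed usage (36 shared with the 62) and 7 lists. With the block and the GC and length correction together there were 1 gene, again Gm28036, and 8 lists.

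Small fold changes of fixed genes changed sign in some fits. Syn1 moved to -0.060 with 1 surrogate variable, Cnr1 to -0.0075 after the GC and length correction and -0.012 without vehicle replicate E, and Bdnf to 0.00079 without vehicle replicate B. Ntrk2 moved to 0.00036 with total counts, 0.041 with the replicate block, 0.047 without AM6545 replicate F and 0.029 without vehicle replicate E. Bdnf moved to -0.33 after the GC and length correction. Across the fits that left out 1 library, Syn1 ranged from 0.042 to 0.36, Cnr1 from -0.012 to 0.22, Bdnf from -0.19 to 0.00079 and Ntrk2 from -0.15 to 0.047. The cause was not tested, and no call was involved. The difference in library totals ranged from -1022295 to 2337747 counts, and that in detected genes from -28.3 to 114, when 1 library was left out. Both were negative only without vehicle replicate E, the library with the lowest total. That in mitochondrially encoded share ranged from -2.42 to -0.559 percentage points, and that in the share of the 20 most counted genes from -2.53 to -0.737.

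Among single genes named, 9 results gained a call and 4 lost it when 1 library was left out, and 11 gained and 4 lost it in the other settings. All 9 gains came without vehicle replicate E, and all 8 losses were those of Gm9803. Among transcripts named, 24 calls were lost and 0 gained when 1 library was left out, and 17 lost and 8 gained in the other settings. At this depth a library with 0 counts of a transcript still allows up to 3 counts, so the folds of these transcripts are lower bounds for counting error only. They are not bounds on the true change, since an estimated 0 also depends on how reads were divided among transcripts of the gene.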

Other observations

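The tests of the GC slope over splits, of Gm9803 with Pam16, of on-off transcripts by direction, of DESeq2 transcripts over splits, of unadjusted genes with and without the correction, and of the GC and length correction and vehicle replicate B on 5 lists were chosen, or their criterion changed, after the result was seen. In the first form of the list test, a list past the camera threshold after the correction counted against the trend. It was replaced because 33 of 35 splits put at least as many lists past that threshold as the real one. The requirement that a gap exceed the spread between AM6545 libraries was added once the gaps were known.

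Counts of calls were compared with those of all 35 splits of the 7 libraries into 4 and 3. At least as many genes as the 1 of the real split were called by edgeR in 3 of 35 splits, with up to 159 in a split that set AM6545 replicates B, D and F with vehicle replicate E. With DESeq2, 3 of 35 splits gave 247 genes or more, and with limma-voom 5 of 35 gave 394 or more. After the GC and length correction the real count is 0, which all 35 of 35 splits reach, so that comparison decides nothing. At an unadjusted p under 0.05 it gave 999 genes, and 7 of 35 splits gave as many. Uncorrected, the unadjusted count was 2134 genes, and 2 of 35 splits gave as many (median 494). Without vehicle replicate E the real split alone, 1 of 15, gave 944 genes, against at most 1 in the other splits, but the smallest share 15 splits allow is 0.0667. Usage counts as high came from 4 of 35 splits and list counts as high from 33 of 35, with a median of 8 lists, so the number of lists past camera's threshold does not set the treatment apart from other groupings. For transcripts called by edgeR the real split was alone, at 1 of 35, and with DESeq2 2 of 35 splits gave 431 transcripts or more (highest 811). With all libraries, the counts of genes, usage and lists may thus reflect differences between libraries that do not follow treatment.

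The GC trend set the groups apart in 1 of 35 splits, the real one. Genes of a few lists cannot make it, since without the 145 genes of the ribosomal, respiratory chain and mitochondrially encoded lists the correlation with GC content across genes was -0.425, against -0.42 with them. Library totals did not differ between groups (exact permutation p 0.743). A candidate explanation is a difference between the groups in RNA quality or in amplification of small inputs, which was not tested, and an effect of treatment on mRNAs of different composition also stays open.

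The mean level of the ribosomal list separated the groups in 1 of 35 splits. The GC and length trend may account for much of this, since 31.8% of the difference was kept after the correction. Whether it accounts for all of it cannot be told. No other split reached the corrected difference (1 of 35), but the GC trend itself was also largest in the real split. Any part of the trend that the correction left could therefore be largest there too. Vehicle replicate B was not the sole source, since the other vehicle libraries lay 0.177 above the highest AM6545 library in mean log2 level, more than the SD of 0.08 between AM6545 libraries. What remains may come from treatment, from trend that the correction left or from another difference in preparation, and it is a hypothesis from the same data.

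For the respiratory chain list, also separated in 1 of 35 splits, 17.6% of the difference was kept and 9 of 35 splits then gave one as large, so the trend with GC content and length may be its source. For the mitochondrially encoded list (1 of 35 splits), 68.4% was kept and 2 of 35 splits gave one as large. Its GC content argues against the GC part of the trend. The list had a mean GC content of 36.8%, while the decile of lowest GC content (mean 39.8%) was higher in AM6545 (median log2 fold change 0.158). The share of length stays open, since the mean length of the list was 877 bases against a median of 2888 for tested genes. The part of vehicle replicate B cannot be told apart for these lists. The other vehicle libraries lay above the highest AM6545 library by only 0.0691 and 0.00628 in mean log2 level, less than the SD of 0.09 and 0.13 between AM6545 libraries. Treatment stays open for both lists.

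The dendritic and endocannabinoid lists were each also separated in 1 of 35 splits. The dendritic list kept 81.6% of its difference in mean level after the correction and 2 of 35 splits gave one as large, while its median log2 fold change moved from -0.20 to -0.09, which leaves the share of the GC and length trend open. The endocannabinoid list kept 104%, so that trend, as fitted by the correction, is not its whole source. No other split reached its corrected difference (1 of 35). The part of vehicle replicate B cannot be told apart for these lists either. The other vehicle libraries lay above the highest AM6545 library by 0.0154 and 0.00762 in mean log2 level, less than the SD of 0.06 and 0.02 between AM6545 libraries. Treatment stays open for both. A difference that no other split reached after the correction was not confined to the endocannabinoid and ribosomal lists. CA1 markers kept 109% and neurotrophins and receptors 79.6%, each then at 1 of 35. Before the correction they were at 2 and 4 of 35.

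The 6 transcripts past the threshold may reflect how reads are divided among near-identical transcripts of a gene. Their median share of 31-base words found in no other transcript of the gene was 0%, against 6.496% for 2000 randomly drawn transcripts, and 0.450% of 10000 random sets of 6 had a median as low. For Arpp19-205 the rise was 943 counts while Arpp19-209 fell by 790, and the rises of Baz2b-201 (220) and Gpr153-201 (120) came with falls of their partner transcripts (-202 and -111). For Uqcc1-212 the rise of 215 came with a partner change of -134 and a sum over the other transcripts of 32.1, and for Cyld-210 the rise of 177 came with -332 and -18.2. The fall does not match the rise for these, so the explanation stays open for them. Such switches are common in these libraries. Of 29911 transcripts with at least 30 counts somewhere, 2392 were at 3 counts or fewer in some libraries and at 30 or more in all others, and for 2310 of these (96.6%) the gene stayed at 30 or more in every library. Transcripts at 3 counts or fewer throughout 1 group and at 30 or more throughout the other numbered 33, and 2 of 35 splits gave as many (median 16). By direction, 21 were present in AM6545 and off in vehicle, where the real split was alone (1 of 35, next highest 17), and 12 the other way, where 5 of 35 splits gave as many. No other grouping reached the number present only in AM6545. The directions were separated after the result was seen, and the combined count was matched by another grouping. The counts thus do not decide whether the on-off transcripts follow treatment. A change in transcript choice with treatment stays open.

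Gm28036 was at 0 in vehicle libraries and rose by 123 counts in AM6545. Reads shared with overlapping genes could produce this, since the best match, Cpne1, covers 66.4% of it and 0 of its 31-base words are absent from the 3 overlapping genes. The matching fall is missing, as the largest fall among transcripts of those genes was 27.1 counts, so shared reads and a change of Gm28036 itself cannot be told apart. A move of reads from Gm9803 to its near-identical copy Pam16 cannot alone account for the lower level. Pam16 did not rise (difference -0.561 CPM), and the sum of both genes was lower in AM6545 (22.5 ± 2.21 CPM, SD, n = 4) than in vehicle (31.2 ± 5.52 CPM, SD, n = 3; exact permutation p 0.0286, the smallest possible). The pair was thus lower, but which of the genes fell cannot be told, since reads may also have been divided differently between them. The GC and length correction moved Gm9803 to -0.63, so that trend may account for part of its difference, and treatment stays open.

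Ttr ranged from 369 to 2574 CPM between libraries, lowest in AM6545 replicate F. Carry-over of choroid plexus tissue may be its source. Spearman's rho of Ttr with the mean log2 level of 14 other choroid plexus markers was 0.786 over 7 libraries (exact permutation p 0.0480), and Pearson's r was 0.951 (exact permutation p 0.00397). Without AM6545 replicate F and vehicle replicate D, the libraries farthest from the median, r was 0.577, so the relation rests largely on those. All 14 of 14 markers had a positive r with Ttr. No biological explanation was tested for this spread, and the list did not differ between groups.

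Of the Y-linked genes, Ddx3y and Eif2s3y had 8 counts each in vehicle replicate D and 0 in the other libraries. Kdm5d had 14.1 to 24.8 counts and Uty 4.95 to 20.97 across libraries. Snhg11 had 7531 to 10577 counts and Rbfox3 5224 to 7637.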
